A study of Mus musculus with 18 samples.

How the data were processed

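RNA was sequenced from pooled sciatic dorsal root ganglia of mice, 2 mice per sample, with 3 samples in each of 6 groups. Per the labels' protocols, libraries were made with a strand-specific mRNA kit and sequenced from one end, 6 libraries to a lane on 3 lanes. The aligner, the counting tool, its use of strand and the genome build are not stated, so no coordinates are given here, and genes that overlap on opposite strands or share reads with near-identical copies are uncertain. The deposited counts per gene are whole numbers, and the lowest mean over samples in the table is 10.1, so low genes had been removed before. The authors also deposited FPKM values for 45904 features (Ensembl genes and UCSC and RefSeq transcripts). For 15639 of the 15730 genes in both tables, the FPKM is the count times one factor per gene and one per sample, so both hold the same reads there; 91 genes depart from this. All columns of both tables were matched to samples by name.

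Counts were tested with edgeR 4.0.16 in R 4.3.3 (TMM normalization, filterByExpr, glmQLFit, glmQLFTest), with all 18 samples in one fit and no block. The filter kept all 15730 genes. P-values were adjusted by the Benjamini-Hochberg method over the genes tested, and the threshold was 0.05. The common biological coefficient of variation was 17.4%. Standard errors of log2 fold changes are the absolute log2 fold change divided by the square root of the test's F. Values are CPM after TMM normalization, and log2 CPM used a prior count of 2. Lists were tested with fry, a rotation test called through edgeR and implemented in limma 3.58.1; beside it stands an exact 2-sided permutation test of each sample's mean log2 CPM over the list. The injury, oxidant and NOX2 lists and lists of marker genes were fixed before the data were examined, as were the tests, the alternatives and the rule for named genes. That rule took, per contrast, the 3 largest increases and the 3 largest decreases among genes with an adjusted p under 0.05, a mean count of at least 50 and no overlap between groups; where none passed, the 2 genes with the smallest p; for the difference between injuries, the 2 largest of each sign; and up to 8 passing members of each list. One gene that met this rule is not reported here. Alternatives were DESeq2 1.42.0 size factors and Wald test, a minimum of 10 counts in every sample, no filter, only the groups of a contrast, the replicate number as a block, an adjusted p under 0.10, limma on log2(FPKM + 1) and log2(FPKM + 0.1), camera for lists, and leaving out each sample; for the shares also a prior count of 0.5, an adjusted p under 0.01 and an absolute log2 fold change of at least 1. Lists were tested in 7 contrasts, 84 tests for 12 lists, of which 7 were planned as results. Added after the data were seen were offsets for GC share and transcript length (natural splines with 5 degrees of freedom, from the longest GENCODE M21 transcript, which 15648 genes had), the same with the replicate block or with only the groups of a contrast, and counts thinned at random to the smallest library.

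The pairing of samples comes from the replicate numbers in the labels, which equal the lane numbers; same-numbered samples are different animals. With 3 samples per group, an exact permutation test of one comparison cannot go below 0.10, so single values are compared through the models fitted across all genes. Total counts per sample ran from 6472476 to 42435331, a ratio of 6.56. Reads without molecular identifiers are not independent molecules. The methods were tested on simulated data with the real library sizes and dispersions and 200 changed genes. The changed genes were drawn from those with a mean count of at least 50, and each gene had the same dispersion in all groups. The shares recovered therefore do not cover genes with lower counts or groups that differ in spread. Of the 15730 simulated genes 15727 passed the filter with all groups in the fit, 15389 with only the groups of the contrast, and 15730 in the data with a GC bias. Of 50 genes with a true log2 fold change of 2, 98% were recovered, of 50 with 1, 68%, and of 50 with 0.58 (a 1.5-fold change), 34%, with 5 false calls among 135. Of 50 genes with a true log2 fold change of -1, 60% were recovered. With only the groups of the contrast in the fit these shares were 98%, 50%, 12% and 48%. In simulated data with a GC bias, false calls were 48 of 166 without offsets and 5 of 142 with them. In the 2 simulated contrasts without changes, in data without a GC bias, 0 genes were called. Of 100 random lists of unchanged genes 3 had a fry p under 0.05, and the share computed for a simulated group identical to SNA_Saline was 101%. These last checks drew each gene independently, without a bias shared by the genes of a sample. They therefore cannot show how many false calls such a bias gives in the real data. Figures were drawn with matplotlib 3.10.9.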

Results

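Gene expression was measured by RNA sequencing in the dorsal root ganglia (the clusters of sensory nerve cell bodies beside the spinal cord) whose axons run in the sciatic nerve of C57BL/6 mice, 24 hours after surgery. There were 18 samples in 6 groups of 3, and each sample was a pool of ganglia from 2 mice. SNA_Saline denotes sciatic nerve injury in the presence of saline, and Sham_Saline denotes the sham procedure with saline. SNA_NAC denotes sciatic nerve injury in the presence of 30 mM N-acetyl-cysteine, a thiol antioxidant, and Sham_H2O2 denotes the sham procedure in the presence of 13 mM hydrogen peroxide. DCA denotes injury of the dorsal columns, the spinal tract that carries the central branches of the same neurons, and LAM denotes laminectomy, the bone removal that gives access to the cord. The deposited counts per sample summed to between 6472476 (Sham_H2O2 replicate 3) and 42435331 (SNA_NAC replicate 1). The 15730 genes in the deposited count table were all tested. The median standard deviation of a gene between replicates, in log2 CPM (counts scaled to a common library total), was 0.295 in Sham_Saline, 0.251 in Sham_H2O2, 0.204 in DCA, 0.183 in SNA_Saline, 0.141 in SNA_NAC and 0.120 in LAM. The fit with all groups uses a single spread per gene. Its p-values can thus be too large between groups of small spread and too small in contrasts with Sham_Saline. No pair of replicates agreed within counting noise alone, with a chi-square per degree of freedom of at least 4.12 for each pair. The replicates were pools of different mice, so this value cannot tell differences between animals from technical error.

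The first comparison asked which genes responded to peripheral axotomy. In SNA_Saline against Sham_Saline, 430 genes had a Benjamini-Hochberg adjusted p-value under 0.05 in edgeR's quasi-likelihood test, of which 340 were higher and 90 lower after injury, and 128 of them had an absolute log2 fold change of at least 1. Fitting only the 6 samples of the contrast gave 65 genes, all higher, and leaving out Sham_Saline replicate 1 gave 2548. The DESeq2 Wald test gave 520 higher and 343 lower. Samples with the same replicate number shared a sequencing lane. Their deviations from the group means had a mean correlation of -0.24 across genes (genes are not independent replicates), and with the replicate number as a block the fit gave 320 genes, 276 higher and 44 lower. Of the genes with at least 50 counts on average and no overlap between the groups, the largest increases were in Cckbr (ENSMUSG00000030898), Npy (ENSMUSG00000029819) and Areg (ENSMUSG00000029378). Cckbr rose from 0.737 ± 0.278 CPM to 7.35 ± 1.10 CPM (SD, n = 3 each), a log2 fold change of 3.30 with a standard error of 0.45 (edgeR adjusted p = 0.000397). Npy rose from 1.04 ± 0.763 to 10.4 ± 1.29 CPM (SD, n = 3 each; edgeR adjusted p = 0.000356), and Areg from 0.964 ± 0.209 to 7.89 ± 1.61 CPM (SD, n = 3 each; edgeR adjusted p = 1.75e-05). The largest decreases under the same conditions were in Bcl9l (ENSMUSG00000063382), with a log2 fold change of -1.46, Scrt1 (ENSMUSG00000048385), with -1.42, and Exoc3l (ENSMUSG00000043251), with -1.37. Their edgeR adjusted p-values were 0.0386, 0.0330 and 0.0120, and they lost significance in 7 of 17, 7 of 18 and 6 of 18 alternative fits.

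A list of 32 genes associated with nerve injury was fixed before the data were examined, and 29 of them were in the count table. All 29 were higher in SNA_Saline than in Sham_Saline. Their mean log2 fold change was 1.52, with a two-sided p of 6.83e-10 in edgeR's fry, a rotation test for gene sets (BH adjusted 4.78e-09 over the 7 list tests planned). With the replicate block the mean was 1.54 (edgeR fry p = 1.40e-08; exact permutation p of the per-sample list mean without the block, 0.1, the smallest that 3 against 3 allows). Over all genes tested 21 of the 29 passed, and 25 passed when the adjustment ran over the list alone. Atf3 (ENSMUSG00000026628), a transcription factor of the stress response, rose from 62.6 ± 8.81 CPM to 444 ± 21.5 CPM (SD, n = 3 each), a log2 fold change of 2.82 with a standard error of 0.19 (edgeR adjusted p = 1.55e-07). Gadd45a (ENSMUSG00000036390) rose from 45.7 ± 6.82 to 264 ± 23.6 CPM (SD, n = 3 each; edgeR adjusted p = 2.13e-08). The log2 fold changes of Il6 (ENSMUSG00000025746), Sprr1a (ENSMUSG00000050359) and Flrt3 (ENSMUSG00000051379) were 2.85, 2.85 and 2.46. That of Ankrd1 (ENSMUSG00000024803) was 3.41, on 1 to 4 counts per Sham_Saline library and 9 to 27 per SNA_Saline library. Sprr1a belongs to a family of similar genes, and how reads shared between them were counted is not stated.

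**Figure D1:**
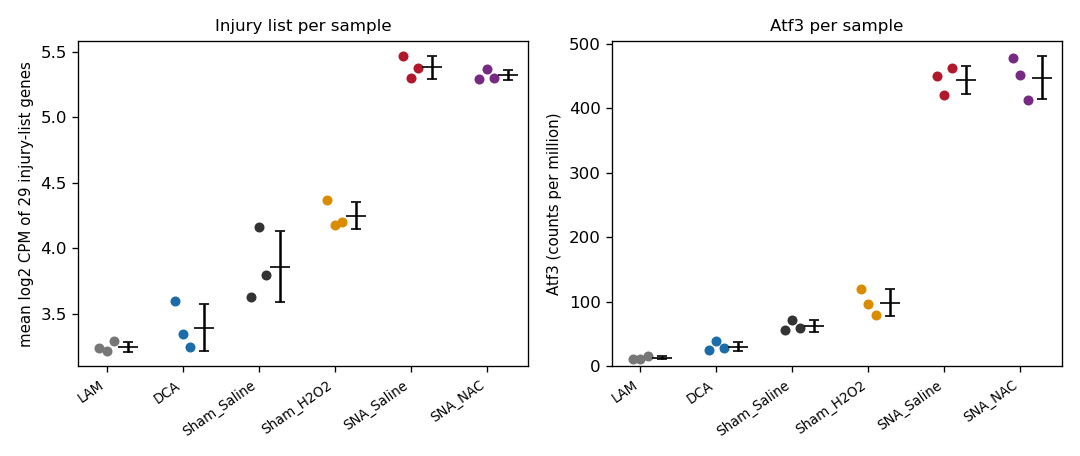
Each point is one sample, in 6 groups of 3; bars show the mean and SD of the group. The left panel gives the mean log2 CPM over the 29 injury-list genes, and the right panel gives Atf3 in CPM. The SNA_Saline and SNA_NAC samples lie above all samples of the other groups in both panels.

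A second list held 26 genes of the response to oxidants. Its mean log2 fold change in SNA_Saline against Sham_Saline was -0.00051, with 16 genes higher and 10 lower. The fry test of edgeR, which weighs each gene by its precision, gave a higher list with p = 0.00324 (BH adjusted 0.00994), and 0.00590 with the replicate block, in which the mean was 0.0095; the exact permutation test of the per-sample list mean, which weighs all genes alike, gave 0.9. Over all genes 2 members passed, and 3 passed over the list alone. Srxn1 (ENSMUSG00000032802) rose from 521 ± 13.8 to 1002 ± 45.7 CPM (SD, n = 3 each; edgeR adjusted p = 9.71e-06), and Txnrd1 (ENSMUSG00000020250) from 159 ± 19.1 to 221 ± 2.94 CPM (SD, n = 3 each; edgeR adjusted p = 0.0128). Txnrd1 lost significance in 3 of 18 alternative fits.

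The next comparison asked whether injury of the central branch changed expression in the same ganglia. In DCA against LAM, 0 genes had an adjusted p-value under 0.05. At an unadjusted p under 0.05 there were 793 genes, where 786.5 are expected by chance, and 3416 genes (21.7% of those tested, where chance gives 10%) had no overlap between the groups. With only the 6 samples of the contrast in the fit, 0 genes passed and 2335 had an unadjusted p under 0.05. The number near chance in the fit with all groups thus does not show that no gene changed. The smallest adjusted p-value in edgeR was 0.172, reached by Atf3 (13.8 ± 2.64 CPM in LAM and 30.9 ± 7.69 CPM in DCA, SD, n = 3 each; log2 fold change 1.14) and by Etnppl (ENSMUSG00000019232; 2.65 ± 0.740 CPM in LAM and 8.25 ± 2.61 CPM in DCA; log2 fold change 1.61). Neither passed the threshold in edgeR. Both passed in the DESeq2 Wald test (adjusted p = 8.81e-05 for Atf3 and 0.00515 for Etnppl), the only 2 genes it called in this contrast. The injury list had a mean log2 fold change of 0.21 in DCA against LAM, with 17 of 29 genes higher (edgeR fry rotation p = 0.295, BH adjusted 0.413; exact permutation p of the list mean, 0.2). Over the list alone 1 gene passed, and over all genes 0 passed. When single replicates were left out, the list mean ran from -0.019 to 0.30, so its sign was not stable.

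The difference between the 2 injury contrasts was tested directly. In 254 genes the change from Sham_Saline to SNA_Saline differed from the change from LAM to DCA at an adjusted p-value under 0.05 (edgeR), 193 with a more positive change after sciatic injury and 61 with a more negative one. Of these, 220 were also among the 430 genes of the sciatic contrast, all with the same sign. Among genes with at least 50 counts, Tmem88b (ENSMUSG00000073680) had a positive difference of 2.77 in log2 units (edgeR adjusted p = 9.81e-05). The largest negative ones were in Plin4 (ENSMUSG00000002831; -2.68, edgeR adjusted p = 0.0386) and Lrrc24 (ENSMUSG00000033707; -2.43, adjusted p = 0.0448). Those last 2 lost significance in 12 and 13 of 23 alternative fits. Of the injury list 12 genes passed. The 8 largest differences were in Il6 with 3.26, Npy with 3.20, Gadd45a with 2.39 (edgeR adjusted p = 6.97e-06), Flrt3 with 2.34, Fst (ENSMUSG00000021765) with 2.08, Adcyap1 (ENSMUSG00000024256) with 1.79, Atf3 with 1.68 and Csf1 (ENSMUSG00000014599) with 1.36. Il6 and Npy lost significance in 5 and 11 of 23 alternative fits. Srxn1 of the oxidant list also passed, with a difference of 0.83 (edgeR adjusted p = 0.00207). The controls of the contrasts differed as well. Sham_Saline against LAM gave 11 genes, 8 higher and 3 lower. In this contrast 4765 genes had an unadjusted p under 0.05 and 30.6% had no overlap (chance gives 10%), against 3532 and 19.1% in the sciatic contrast. The injury list was higher in Sham_Saline by a mean log2 difference of 0.73 (edgeR fry rotation p = 0.000163; exact permutation p of the list mean, 0.1).

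The third question was whether the antioxidant altered the response to sciatic nerve injury. In SNA_NAC against SNA_Saline, 0 genes had an adjusted p-value under 0.05. At an unadjusted p under 0.05 there were 314, fewer than the 786.5 expected by chance if the spread pooled over all groups held here. Both groups had a smaller spread than Sham_Saline, so this low number is not evidence of no change. In addition, 2339 genes (14.9%, where chance gives 10%) had no overlap between the groups. A fit of only the 6 samples of the contrast gave 0 genes, and 1326 at an unadjusted p under 0.05, above the chance number. The genes with the smallest p were Gm5581 (ENSMUSG00000061969; log2 fold change 1.61) and Mecom (ENSMUSG00000027684; log2 fold change 0.85), and both had an edgeR adjusted p of 1.00. Gm5581 had only 3 to 4 counts per SNA_Saline library. Atf3 measured 444 ± 21.5 CPM in SNA_Saline and 447 ± 33.0 CPM in SNA_NAC (SD, n = 3 each), a difference smaller than the spread between replicates. The injury list had a mean log2 fold change of -0.08 (edgeR fry rotation p = 0.512, BH adjusted 0.597) and the oxidant list -0.11 (edgeR fry rotation p = 0.134, BH adjusted 0.235), with an exact permutation p of 0.3 for each list mean.

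SNA_NAC was also compared with Sham_Saline. This contrast gave 522 genes with an adjusted p-value under 0.05, 389 higher and 133 lower. The balance changed to 622 higher and 601 lower with the DESeq2 Wald test, and to 726 and 562 at an adjusted p under 0.10. A fit of only the groups of the contrast gave 67 higher and 1 lower. With the replicate block the contrast gave 405, and the mean correlation of same-numbered samples was -0.36. It shared 319 genes with SNA_Saline against Sham_Saline, all changed in the same direction. The 2 contrasts use the same Sham_Saline samples, which by itself raises the overlap. To separate calling from measuring, genes were called without replicate k of SNA_Saline and Sham_Saline, and SNA_Saline was measured in the replicates left out. SNA_NAC and Sham_H2O2 entered as the mean of their 3 samples, against Sham_Saline replicate k, and DCA as its mean against the LAM mean. On this scale, where SNA_Saline is 100%, SNA_NAC reached 105% ± 8.51 (SD over 3 values), DCA against LAM -12.1% ± 12.2 and Sham_H2O2 15.95% ± 14.4. These SDs do not hold the spread between replicates of SNA_NAC, DCA, LAM or Sham_H2O2.

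**Figure D2:**
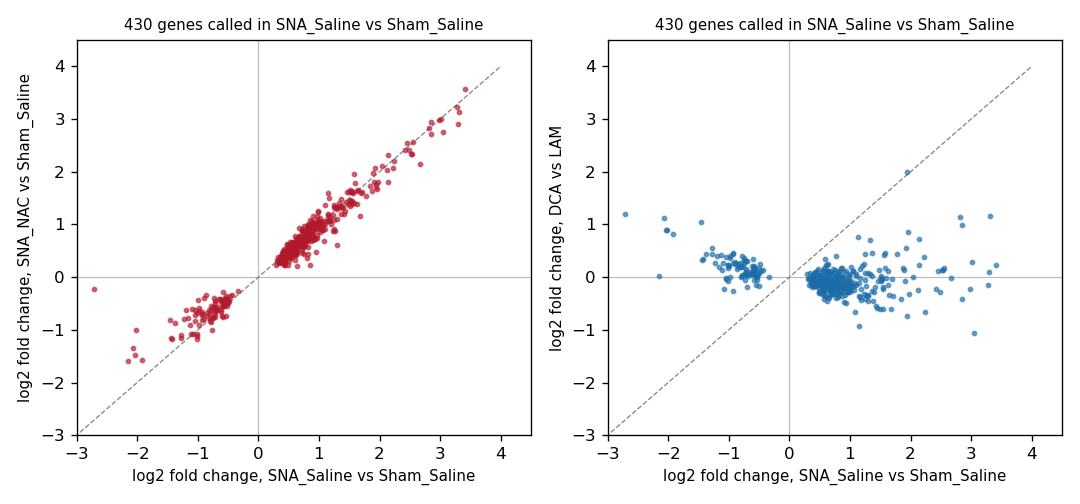
Each point is one of the 430 genes that passed in SNA_Saline against Sham_Saline, whose log2 fold change is on the x axis. The y axis gives the log2 fold change of SNA_NAC against Sham_Saline (left) or DCA against LAM (right), and the dashed line marks equality. Points follow the line on the left, where both axes share the Sham_Saline samples, and do not follow it on the right. The 430 include 220 of the 254 genes whose change differed between the injuries. Of those 254, 223 changed in the opposite direction in DCA against LAM, though they were chosen for that difference.

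The last comparison asked whether hydrogen peroxide changed expression without nerve injury. In Sham_H2O2 against Sham_Saline, 0 genes passed, while 1440 had an unadjusted p under 0.05, and 854 (5.43%, where chance gives 10%) had no overlap between the groups. With only the 6 samples of the contrast in the fit, 0 passed and 346 had an unadjusted p under 0.05, fewer than the 786.5 expected by chance. With the replicate block, for which same-numbered samples had a mean correlation of 0.30, 0 genes passed as well and 1092 had an unadjusted p under 0.05. The genes with the smallest p were Rdh12 (ENSMUSG00000021123; 3.04 ± 0.426 CPM in Sham_Saline and 1.35 ± 0.424 CPM in Sham_H2O2, SD, n = 3 each) and Gpr151 (ENSMUSG00000042816; 5.48 ± 0.589 and 9.89 ± 1.48 CPM), each with an edgeR adjusted p of 0.449. The injury list had a mean log2 fold change of 0.37, with 24 of 29 genes higher (edgeR fry rotation p = 0.00426, BH adjusted 0.00994; exact permutation p of the list mean, 0.1), and 0.38 with the replicate block (edgeR fry p = 0.00786). With only the 6 samples of the contrast in the fit its edgeR fry p was 0.0695. Over the list alone 3 genes passed, and over all genes 0 passed. The oxidant list had a mean of -0.17 (edgeR fry rotation p = 0.808; exact permutation p of the list mean, 0.4), and -0.16 with the replicate block (edgeR fry p = 0.781).

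The samples also differed in a way the groups did not account for. The first principal component of log2 CPM held 38.6% of the variance. Its gene loadings correlated with the GC share of each gene's longest transcript (r = 0.76 across genes, which are not independent replicates). Fitted per sample, the slope of log2 CPM on GC share ran from -0.23 per SD of GC share in Sham_H2O2 replicate 3 to 0.42 in Sham_Saline replicate 2. Sequencing lane accounted for 2.32% of the variance of the first component, and group for 39.4%. These shares are not adjusted for the number of levels (3 lanes, 6 groups). With 18 samples a part of each arises by chance, more of it for group, so 39.4% does not by itself show a group effect. With offsets for GC share and transcript length, chosen after the data were seen, the sciatic contrast gave 1171 genes, of which 387 were among the 430, and the contrasts DCA against LAM, SNA_NAC against SNA_Saline and Sham_H2O2 against Sham_Saline still gave 0, with 1117, 555 and 1327 genes at an unadjusted p under 0.05.

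**Figure D3:**
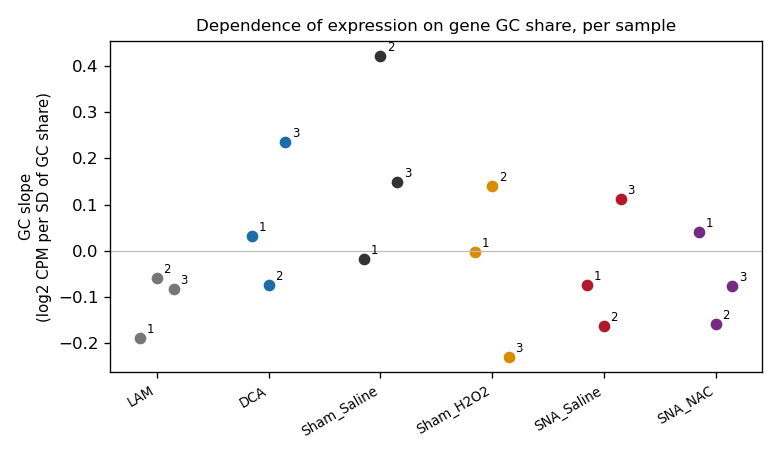
Each point is one sample, numbered by replicate; the y axis is the slope of log2 CPM, relative to each gene's mean over samples, on the GC share of the gene's longest transcript, per SD of GC share. The 3 Sham_Saline samples run from -0.02 to 0.42, a wider range than in any other group.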

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

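The tests of GC content and depth for the first result below were chosen after that result was seen; the tests with muscle markers and those of the features outside the count table were written down before their results.

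The response to sciatic nerve injury differed from the response to dorsal column injury in 254 genes, by a test of the difference itself. Among these genes the median absolute log2 fold change was 0.88 in SNA_Saline against Sham_Saline and 0.23 in DCA against LAM, and the first exceeded the second in 247 genes. In DCA against LAM 223 of the 254 changed in the opposite direction, though 65 had an unadjusted p under 0.05 there. The genes were chosen for this difference, and 220 of them had passed in the sciatic contrast, so the larger sciatic change and the opposite directions are in part built in by the choice. Other assignments of the samples were compared that swapped labels only within same-numbered pairs of the 2 contrasts. Of the 32 such splits, 1 (the real one) gave as many genes, and the others gave at most 127. The other splits that kept the real SNA_Saline and Sham_Saline labels gave 53 to 127 genes. Those that swapped sciatic samples gave 0, so they mostly test the sciatic effect again. Splits of DCA and LAM alone are too few for a share under 0.05, so they cannot decide whether those labels matter. With offsets for GC share and length 224 of the 254 genes were also called. With the muscle marker score of each sample as a covariate all 254 were called, among 577 in total. In libraries thinned to one total, 132 of the 254 were called, a bare majority, which shows that the count depends on depth. These tests leave a difference that GC share, muscle reads or depth do not fully account for, and a candidate explanation is that a peripheral and a central axotomy evoke different responses at 24 hours. The controls of the 2 contrasts also differ (Sham_Saline against LAM, discussed among the other observations), so the difference cannot be assigned to the injuries alone. Leaving out single replicates gave between 55 and 4600 genes.

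Features outside the count table were not part of the comparisons. Of 193 Ensembl features with a mean FPKM of at least 1 that the count table lacks, 4 differed between SNA_Saline and Sham_Saline in limma on log2(FPKM + 1). They are Flrt3 (ENSMUSG00000079021; 38.1 ± 6.87 and 203 ± 26.2 FPKM in Sham_Saline and SNA_Saline, SD, n = 3 each), Gm13644 (ENSMUSG00000085119; 1.24 ± 0.165 and 5.16 ± 0.418 FPKM), Gm26457 (ENSMUSG00000064612; 0.882 ± 0.345 and 10.4 ± 3.17 FPKM) and Cux2 (ENSMUSG00000072641; 22.01 ± 1.24 and 13.6 ± 1.38 FPKM). They were named after their values were seen. The SD over the 18 samples of the log2 ratio of this Flrt3 feature to the Flrt3 gene in the count table was 0, and so it was for Cux2, so these 2 features repeat the reads of a gene of the same symbol and add no signal. With the GC slope of each sample as a covariate, 3 of the 4 passed, without Cux2, which cannot be told apart from a GC effect. The median FPKM of the 4 was 10.5, against 3.39 for the features tested. The 2 repeated features raise this median, and Gm13644 and Gm26457 lie under 3.39 in Sham_Saline, so low depth is not ruled out for them. For Gm13644 and Gm26457 sharing of reads with a neighbouring gene was not tested, and it may account for them.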

How the results depend on the processing

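The filter on low counts removed no gene, so testing without it could not move a result and has no values. Of the 0 counts, the DESeq2 Wald test changed 2: it called 2 genes in DCA against LAM and 4 in Sham_H2O2 against Sham_Saline. SNA_NAC against SNA_Saline gave 0 under all 18 alternatives, with 196 to 1781 genes at an unadjusted p under 0.05. Over the 18 alternatives this number ran from 148 to 2335 in DCA against LAM and from 346 to 5135 in Sham_H2O2 against Sham_Saline, on both sides of the 786.5 expected by chance.

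The sciatic contrast gave 822 genes at an adjusted p under 0.10, 863 with the DESeq2 Wald test, 65 with only the groups of the contrast, 1171 with GC and length offsets and 1013 with those offsets and the replicate block. SNA_NAC against Sham_Saline gave 1288, 1223, 68, 1226 and 1132 in the same order. The difference between injuries gave 2398, 1723, 151, 804 and 641, and 118 with the replicate block (mean correlation of same-numbered samples 0.05), 897 with only its groups and the offsets, and 167 in thinned libraries. Its balance of 193 more positive and 61 more negative genes reversed in 3 alternatives: 701 and 1022 with the DESeq2 Wald test, 933 and 1465 at an adjusted p under 0.10, and 1934 and 2666 without Sham_Saline replicate 1. Across the fits that each left out one replicate, the sciatic contrast ranged from 174 to 2548 genes, SNA_NAC against Sham_Saline from 215 to 5861 and the difference between injuries from 55 to 4600. The highest of each came without Sham_Saline replicate 1; of the genes first called, 428 of 430, 522 of 522 and 254 of 254 were called there too.

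With the replicate block DCA against LAM and SNA_NAC against SNA_Saline gave 0 genes (650 and 308 at an unadjusted p under 0.05), and same-numbered samples correlated at 0.07 and 0.09. The injury list in DCA against LAM had a mean of 0.20 with the block, and in SNA_NAC against SNA_Saline -0.08; the oxidant list in the latter had -0.09.

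The injury list passed in SNA_Saline against Sham_Saline under all 13 alternatives, with means from 1.40 to 1.73, and did not pass in DCA against LAM or in SNA_NAC against SNA_Saline under any. In Sham_H2O2 against Sham_Saline it kept its sign, with 0.25 to 0.58 across fits leaving out one replicate, and lost its threshold with only the groups of the contrast (mean 0.32). The oxidant list lost its threshold in the sciatic contrast with only its groups (0.036). In SNA_NAC against SNA_Saline it passed under camera (-0.11) and without one replicate, with means from -0.16 to -0.035. In Sham_H2O2 against Sham_Saline, where it is far from its threshold, the direction fry or camera assigns reversed under camera (-0.17), GC and length offsets (-0.072) and those with the block (-0.067), and in 3 of the 6 fits leaving out one replicate, whose means ran from -0.25 to -0.052; 1 of these passed. The cause was not tested for these. The share of the injury response in Sham_H2O2 ranged from 2.05% to 33.9% without single replicates; the other 2 shares stayed within 1 SD.

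Among 656 alternative values of named genes, 67 lost significance, 3 gained it, and 0 reversed. The 33 values of the setting with an adjusted p under 0.10 repeat the main values and could not change. That setting is also counted in the numbers of alternative fits given for single genes. Genes that did not pass in the main fit could not lose significance. These totals therefore understate the instability.

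Splits of the same samples that part all same-numbered pairs number 4 for each pair of groups, the real one and 3 others, so a share under 0.05 cannot be reached. The real split alone gave as many genes in SNA_Saline against Sham_Saline (1 of 4) and SNA_NAC against Sham_Saline (1 of 4), where the others gave 0. At an unadjusted p under 0.05, however, one of the others gave 6064 genes in SNA_NAC against Sham_Saline, more than the 4343 of the real split. In Sham_H2O2 against Sham_Saline one gave 3122, against 1440. In the 3 contrasts with 0 genes, 4 of 4 splits gave as many. A fry p as small came from 1 of 4 splits for the injury list in the sciatic and Sham_H2O2 contrasts and the oxidant list in the sciatic contrast and SNA_NAC against SNA_Saline, from 2 of 4 for the injury list in DCA against LAM and SNA_NAC against SNA_Saline, and from 4 of 4 for the oxidant list in Sham_H2O2. Splits that keep same-numbered samples together are not counted there; one of them gave 4202 genes in the sciatic contrast, discussed among the other observations, and of the 6 in Sham_H2O2 against Sham_Saline one gave 2180, one gave 306 and 4 gave 0 (414 to 3624 at an unadjusted p under 0.05).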

Other observations

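The tests below were chosen after the patterns were seen. The tests of macrophage markers and of Sham_Saline against all other groups were chosen only after their results were seen, and the 7 list patterns were picked from 84 list tests.

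GC content or transcript length is a candidate explanation for the instability of the gene counts. Leaving out Sham_Saline replicate 1 multiplied the sciatic count by 5.93, from 430 to 2548. This replicate was picked after the counts without each replicate were seen; the same tests had first been run for replicate 2, without which the count fell to 233. With GC and length offsets in both fits the ratio was 1.36 (1171 and 1588). With the muscle marker score as a covariate it was 6.91, and in libraries thinned to one total 5.82. One split of the 6 sciatic samples, which put Sham_Saline replicate 1 with SNA_Saline replicates 1 and 2, called 4202 genes, more than the 430 of the real split. It separates the 6 samples without overlap by GC slope, and also by the slope of log2 CPM on transcript length. With GC and length offsets it called 228, and the real split 1171. The offsets moved the values of both splits, and the main result was not removed by them. These values leave a sample-level bias by GC share or length as a possible source of calls that do not follow the groups. The offsets combine GC share and length, so they cannot tell which of them matters. Sham_Saline replicate 1 had a GC slope of -0.02 and a length slope of 0.14 per SD, the largest length slope of all samples. The cause of the bias (library preparation or RNA quality) was not tested.

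Whether depth is tied to the first axis of variation is not settled by these tests. Over the 18 samples the first component and the log2 library total had a Pearson r of 0.44 (permutation p = 0.0629) and a Spearman rho of 0.42 (permutation p = 0.0856). Without the 2 samples farthest from the median depth, r was 0.40 and rho 0.29. Within lanes of 6 samples, r was 0.56, 0.75 and 0.37 (exact permutation p = 0.244, 0.0806 and 0.474), and rho was 0.60, 0.94 and 0.14 (exact permutation p = 0.242, 0.0167 and 0.803). The p of 0.0167 is the smallest of these 6 and is not adjusted for their number.

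The 2 surgical controls differed. The injury list was higher in Sham_Saline than in LAM, by a mean log2 difference of 0.73, with 24 of 29 genes higher (edgeR fry rotation p = 0.000163, and 0.00342 after Benjamini-Hochberg adjustment over 84 tests of 12 lists in 7 contrasts; exact permutation p of the list mean, 0.1; mean 0.71 and edgeR fry p = 0.000485 with the replicate number as a block). The edgeR fry p was 0.000708 with GC and length offsets, 0.000243 with the muscle score as a covariate, 0.000740 with the blood score and 0.000320 in thinned libraries, and at most 0.00149 when single replicates were left out. Of 4 splits that part the same-numbered pairs, 1 gave a p as small, the real one. A share of 4 splits is never under 0.25, so this count could not decide either way, and the pattern cannot be told apart from a random division of the 6 samples by it. A hypothesis is that the sham procedure itself evokes part of the injury response, which may raise the baseline of the sciatic contrast. The groups also differ in saline, so the source cannot be separated.

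A list of 6 glucocorticoid-responsive genes was lower in Sham_H2O2 than in Sham_Saline, by a mean log2 difference of -0.79, with 6 of 6 genes lower (edgeR fry rotation p = 0.00134, 0.0206 after adjustment over the 84 tests; exact permutation p of the list mean, 0.1; mean -0.79 and edgeR fry p = 0.000975 with the replicate number as a block). The edgeR fry p was 0.00128 with GC and length offsets, 0.000199 with the muscle score, 0.0132 with the blood score (mean -0.61), 0.00275 in thinned libraries and at most 0.00831 without single replicates. Of the 5 other groups, 1 (Sham_H2O2) had a list lower than Sham_Saline with an edgeR fry p under 0.05. The mean log2 difference from Sham_Saline was -0.29 in SNA_Saline, -0.18 in LAM, -0.79 in Sham_H2O2 and -0.41 in SNA_NAC. In DCA it was -0.0043, which is no difference. The per-sample list mean was higher in DCA than in Sham_Saline (5.61 and 5.53 log2 CPM). A high value in Sham_Saline is still not ruled out. Of the 4 splits 1, the real one, gave a p as small, a number of splits too small to tell the pattern apart from a random division of the 6 samples. A hypothesis is that peroxide, or a difference in stress hormones at collection, may lower these genes.

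A list of 6 genes of the NADPH oxidase NOX2 complex was lower in Sham_H2O2 by -0.47, with 6 of 6 genes lower (edgeR fry rotation p = 0.0404, and 0.242 after adjustment over the 84 tests, so it failed the correction; exact permutation p of the list mean, 0.1; mean -0.46 and edgeR fry p = 0.0121 with the replicate number as a block). Its p was 0.0481 with GC and length offsets, 0.0422 with the muscle score, 0.00917 in thinned libraries and up to 0.134 without single replicates, and 1 of 4 splits, the real one, gave a p as small. The macrophage marker list had an edgeR fry p of 0.903, while the blood list was lower by -1.34 with 5 of 5 genes lower, all passing over the list alone (edgeR fry rotation p = 0.0453, 0.250 after adjustment over the 84 tests; exact permutation p of the list mean, 0.2). The neutrophil list was lower by -0.39, with 4 of 4 genes lower (edgeR fry rotation p = 0.268; exact permutation p of the list mean, 0.4). With the blood score as a covariate the NOX2 mean was -0.09 and its edgeR fry p 0.484, and with the neutrophil score -0.28 and 0.119, so fewer reads from blood or neutrophils remain a candidate explanation. The result also depends on single replicates. It is not particular to peroxide, since the list was lower still in SNA_NAC than in Sham_Saline, by -0.74, with 6 of 6 genes lower, 5 of them passing over the list alone (edgeR fry rotation p = 0.00296, and 0.0303 after adjustment over the 84 tests; exact permutation p of the list mean, 0.1; mean -0.73 and edgeR fry p = 0.000611 with the replicate number as a block). There the edgeR fry p was 0.00175 with GC and length offsets, 0.00475 with the muscle score, 0.00161 in thinned libraries and at most 0.0147 without single replicates, and 0.912 for the macrophage list. The blood list was lower there by -1.45, with 5 of 5 genes lower, all passing over the list alone (edgeR fry rotation p = 0.0367, 0.237 after adjustment over the 84 tests; exact permutation p of the list mean, 0.2), and the neutrophil list by -0.64, with 4 of 4 lower (edgeR fry rotation p = 0.0864; exact permutation p of the list mean, 0.1). The NOX2 mean was -0.32 with the blood score (edgeR fry p = 0.0406) and -0.52 with the neutrophil score (edgeR fry p = 0.0134; exact permutation p of the list mean without either score, 0.1), so these reads may account for part of it. Of the 4 splits 1, the real one, gave a p as small, which 4 splits cannot tell apart from a random division. SNA_NAC against SNA_Saline had a mean of -0.40 with 6 of 6 genes lower (edgeR fry rotation p = 0.0600; exact permutation p of the list mean, 0.1) and SNA_Saline against Sham_Saline -0.34 with 6 of 6 lower (edgeR fry rotation p = 0.155; exact permutation p of the list mean, 0.2). The contrasts with Sham_Saline share its 3 samples and are not independent. Its per-sample list mean was the highest of all groups (2.59 log2 CPM, against 2.48 in DCA and 2.32 in LAM). A high value in Sham_Saline is thus not ruled out. Cybb, the gene of NOX2 itself, had a log2 fold change of -0.21 (standard error 0.26) in Sham_H2O2 against Sham_Saline. In SNA_NAC against Sham_Saline it had -0.20 (standard error 0.25), so a fall of Cybb is not shown.

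A list of 5 neuron markers was lower in SNA_Saline than in Sham_Saline, by -0.39, with 5 of 5 genes lower (edgeR fry rotation p = 0.00147, 0.0206 after adjustment over the 84 tests; exact permutation p of the list mean, 0.1; mean -0.38 and edgeR fry p = 0.00333 with the replicate number as a block). In SNA_NAC against Sham_Saline the mean was -0.34, with 5 of 5 lower (edgeR fry rotation p = 0.00653, 0.0499 after adjustment; exact permutation p of the list mean, 0.1; mean -0.33 and edgeR fry p = 0.0124 with the block). The difference between injuries had -0.55, with 4 of 5 lower (edgeR fry p 0.0252 after adjustment; mean -0.54 with the block). With GC and length offsets the means were -0.09, -0.03 and -0.03 and the edgeR fry p 0.0870, 0.305 and 0.404, in that order, so GC content or length is a candidate explanation of all 3. The edgeR fry p was 0.000809, 0.00484 and 0.00114 with the muscle score and 0.00167, 0.00825 and 0.00228 in thinned libraries. It was 0.00265, 0.0705 and 0.00821 with the blood score, and at most 0.00904, 0.0352 and 0.00646 without single replicates. The blood score moved the mean in SNA_NAC against Sham_Saline to -0.19, so reads from blood also remain a candidate explanation there. A p as small came from 1 of 4, 1 of 4 and 1 of 32 splits, each the real one. With 4 splits the first 2 cannot be told apart from a random division. Most of the 32 swap sciatic samples, so they do not test the difference between injuries alone. The 3 contrasts share the Sham_Saline samples, whose per-sample list mean was the highest of all groups (8.78 log2 CPM). Groups without sciatic nerve injury were also lower than Sham_Saline, with 8.66 in DCA, 8.55 in Sham_H2O2 and 8.51 in LAM. The lowest values were 8.46 in SNA_NAC and 8.41 in SNA_Saline. A high value in Sham_Saline is thus not ruled out, and a loss of neuron markers after injury is not claimed.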
